A study of Danio rerio with 6 samples. Its data were reported in "The KEAP1–NRF2 pathway regulates TFEB/TFE3-dependent lysosomal biogenesis" (2023).

How the data were processed

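RNA was measured in dissected livers of zebrafish (*Danio rerio*) larvae at 7 days post fertilization (dpf). Each of the 6 samples was a pool of 15 livers. The groups were wild-type (WT) larvae and cr*keap1a/b* larvae, which are crispants: embryos injected with Cas9 and guide RNAs, so that knockout of the zebrafish Keap1 paralogs *keap1a* and *keap1b* is mosaic. Groups and replicate numbers were taken from the sample titles, with 3 pools per group. The sample descriptions carry a second code, a number (1 or 2) and a letter (a or b), which pairs the groups differently from the titles for replicates 1 and 2. In both groups, replicate 3 is the sample with the letter b. The labels do not say what the number or the letter stands for.

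Per the study's methods, libraries were prepared with the QuantSeq 3′ kit, which gives reads close to the 3′ end of each polyadenylated transcript, and were sequenced with single-end reads. The authors trimmed reads with Cutadapt, aligned them with STAR to the GRCz11 genome and counted them per gene with featureCounts. No molecular identifiers are mentioned. The deposited values are whole-number counts per gene under Entrez gene IDs, not normalised, in a table of 6637 rows. Every row reached at least 0.512 CPM (counts scaled to a common library total) in 3 or more samples, so genes below that level in most samples are not in the table and were not analysed here. Of the rows, 6502 had an ID, and 6426 of these IDs were given a symbol from a RefSeq gene table of the assembly GRCz12tu, which was used for names only. No coordinates are printed because that assembly differs from the authors' build. All sample columns of the table matched a label.

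Differential expression was tested with limma-voom, the method the study names (limma 3.58.1, edgeR 4.0.16, R 4.3.3). Genes were kept by filterByExpr with the group as design, scaled by TMM factors, weighted by voom and fitted with group as the only term, followed by eBayes and Benjamini-Hochberg adjustment. A gene was called a differentially expressed gene (DEG) at an adjusted p-value under 0.05. Standard errors (SE) are the moderated ones of that fit. Normalised counts are TMM-scaled CPM, given as mean ± SD over pools.

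Gene sets were ranked by the moderated statistic and tested with fgsea 1.28.0, which gives a normalised enrichment score (NES), in sets of at least 5 tested genes. Starting permutations were raised to 100000 after the data were seen, because the p-value of one set moved across the threshold between runs at the default of 1000. Over 10 seeds, the p-value of the SASP set ranged from 0.0392 to 0.0923 with 1000 permutations and from 0.0502 to 0.0535 with 100000. camera, which estimates the correlation between genes of a set, was run beside fgsea. The sets were typed from general knowledge of the pathways and tissues and from gene lists in the study before the data were examined. The lysosome set follows the human KEGG pathway from memory and the zebrafish genes were matched by symbol with paralog suffixes, so membership is approximate. List scores are means of log2 CPM per sample (prior count 2) over the listed genes, compared by a two-sided exact permutation test over the 20 labellings of the samples, whose smallest possible p is 0.1.

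The genes named were set by a rule fixed before the data were examined: *keap1a* and *keap1b*; the 5 largest rises and the 5 largest falls among DEGs whose groups did not overlap; the tested genes that the study labelled in its plots of liver and of whole-larva libraries; and the 5 lysosome genes with the smallest p-values. Genes named outside that rule are marked as such.

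The tests were checked on simulated counts drawn from the means and totals of these libraries, with 200 genes changed by 3 on the log2 scale. With a dispersion of 0.1 for every gene, limma-voom recovered 199 of the 199 changed genes that it tested, among 6626 tested, with 8 false calls. With dispersions estimated from these libraries it recovered 3.38% of 148, among 4872 tested, with 0 false calls; edgeR's quasi-likelihood test recovered 11.5% with 0 false calls, and DESeq2 14.2% with 83 false calls among 104. In this simulation, most changes of that size were not called, and most DESeq2 calls were false. It was drawn once per setting, with the same dispersion of a gene in every library. The many zeros of the replicate 3 libraries were not imitated, and 4872 genes were tested against 6515 in the real libraries. Its rates are therefore not those of the real calls.

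Totals ranged from 10846582 to 16666610 counts, so the smallest level the depth can show (3 counts) lay between 0.180 and 0.277 CPM. The study's methods state a depth per sample below these totals, and whether sequencing runs were merged is not known. Since no molecular identifiers are mentioned, reads were not taken as independent molecules, and such floors cover counting error only.

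Alternatives fixed before the data were examined numbered 23. They covered the test (edgeR quasi-likelihood, DESeq2 1.42.0, voom with sample quality weights), the scaling (RLE factors, library size only), the filter (none, a mean of at least 10 counts), a replicate block by title number or by description code, the description number as a covariate, leaving out each pool, thresholds, the ranking, symbol matching and set test, and the scale of list scores. After the data were seen, 6 more were added: limma on log2 CPM with a mean-variance trend and no observation weights, voom weights capped at their 99th percentile, the description letter as a covariate, the 4 libraries of letter a alone, a fit without exocrine pancreas genes, and permutation of list scores only within the letter. Percentiles among 10000 random lists matched on mean expression drew each gene within 50 ranks, and other genes of the same set could be drawn.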

Results

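To examine expression in the liver after loss of Keap1, the repressor of the stress-induced transcription factor Nrf2, 3′ mRNA libraries of dissected larval livers were compared between 3 WT and 3 cr*keap1a/b* pools at 7 dpf. Totals were 13674519, 10846582 and 16666610 counts in WT replicates 1, 2 and 3, and 13487405, 14335769 and 12556524 counts in the corresponding cr*keap1a/b* pools. The number of genes detected differed far more than the totals. In WT replicate 3, 53.4% of the 6637 genes were at 0 counts, and in cr*keap1a/b* replicate 3 the share was 47.9%. In the other 4 libraries it lay between 2.86% and 13.3%. Genes that were detected had a median of 798 counts in WT replicate 3 and 662.5 in cr*keap1a/b* replicate 3, against 144 to 226 in the other libraries. Only 1959 genes were above 0 in all 6 libraries.

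**Figure D1:**
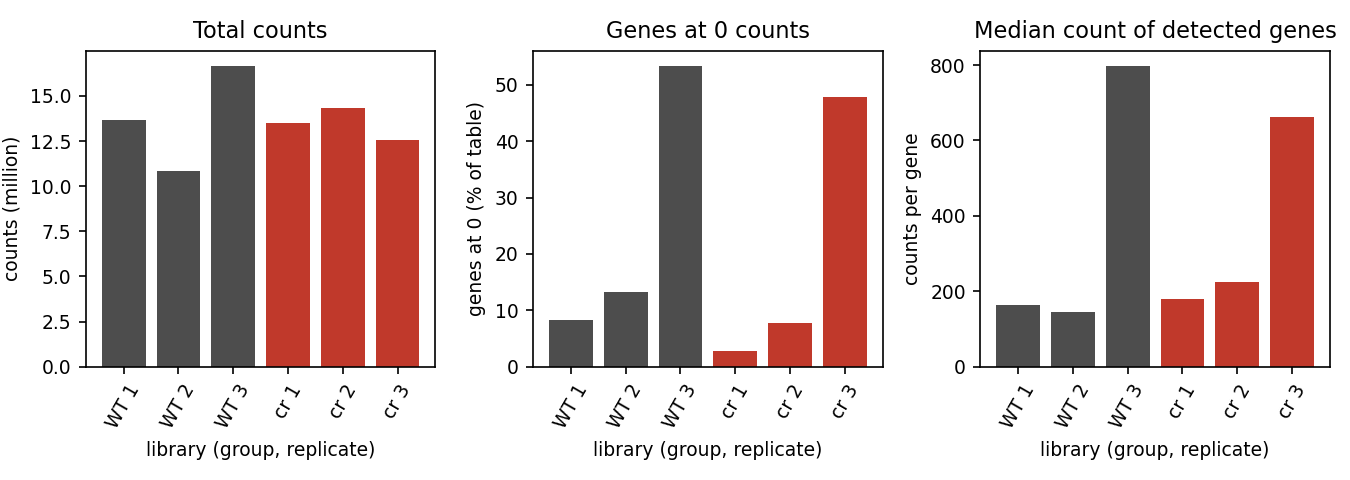
Total counts, the share of the table's genes at 0 counts (%) and the median count of detected genes, each as a bar per library, with WT in grey and cr*keap1a/b* (cr) in red. The replicate 3 libraries had 53.4% and 47.9% of genes at 0 although their totals, 16666610 and 12556524 counts, lay near those of the others.

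The first principal component of log2 CPM held 45.5% of the variance and set the replicate 3 libraries of both groups apart from the other 4. Across genes, Pearson correlations of log2 CPM ranged from 0.514 to 0.707 for the 6 pairs within groups and from 0.451 to 0.632 for the 9 pairs between groups. Genes are not independent replicates, so these values describe the libraries. The common dispersion was 3.36, a biological coefficient of variation of 1.83. Because replicate 3 carries another letter in the labels, group differences are also given for the 4 libraries of letter a; the letter b has 1 library per group, too few for a test.

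The targeted genes were examined first. *keap1a* (Entrez 321837) had 375, 0 and 379 counts in WT replicates 1 to 3 and 291, 307 and 0 counts in cr*keap1a/b*. *keap1b* (Entrez 100003679) had 314, 261 and 10 counts in WT and 489, 309 and 0 counts in cr*keap1a/b*. The log2 fold changes were −0.80 ± 3.73 (SE) and −0.74 ± 3.33 (SE), and both limma-voom adjusted p-values were 0.9999. Neither gene separated the groups, and a difference was not detectable with this spread. The direction was not stable, since *keap1a* was at 0.75 without WT replicate 3 and *keap1b* at 0.067 in edgeR. The counts do not measure the edited sequence, so editing itself was not analysed here.

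Of 6515 genes tested by limma-voom, 24 were higher and 29 were lower in cr*keap1a/b* livers. The rises ran from 0.79 to 11.47 on the log2 scale and the falls from −2.98 to −0.04. An absolute log2 fold change over 1 was found for 45 of the 53 DEGs. The groups did not overlap in 47 of them; over all tested genes they did not overlap in 865, or 13.3%, where chance gives 10%. The median log2 fold change of all tested genes was 0.36 with TMM, 0.34 with RLE factors and 0.57 with library size only. It was 0.057 in edgeR, 0.022 in DESeq2 and 0.21 within letter a. When 1 pool was left out, it ran from −0.51 without WT replicate 3 to 1.61 without cr*keap1a/b* replicate 3. The sign of this median was therefore not stable. Log2 fold changes are given without subtracting it. Among the settings tried, the number of DEGs was highest within the 4 libraries of letter a, where 151 genes were higher and 141 lower and 47 of the 53 DEGs were called. Across the 6 fits that each left out 1 pool, it ranged from 2 to 162 in total. edgeR's quasi-likelihood test called 24 genes, 17 of them higher, and shared 19 with limma-voom. A total of 16 genes, 9 higher and 7 lower, were called by limma-voom, edgeR, limma with a trend and DESeq2 alike.

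**Figure D2:**
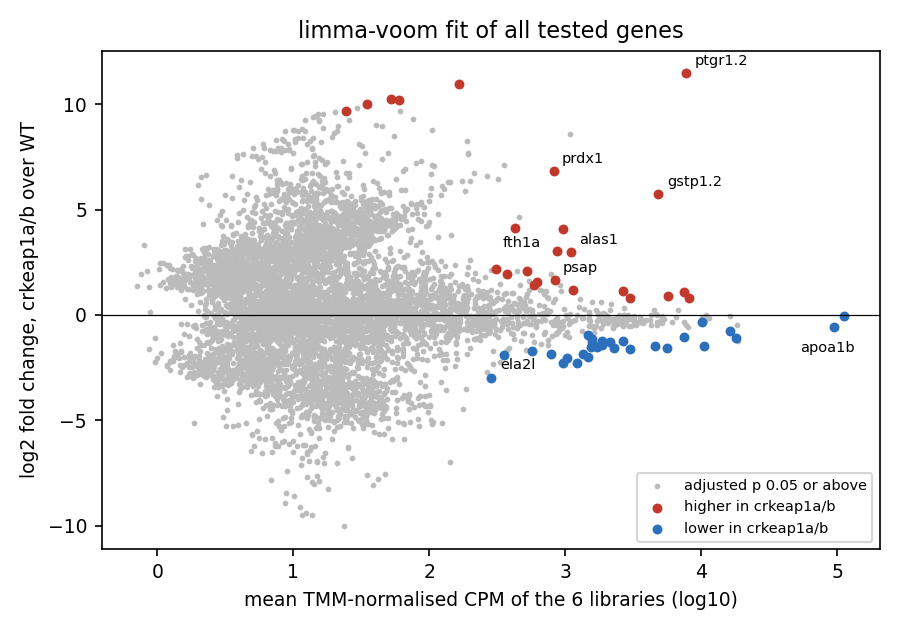
Log2 fold change of cr*keap1a/b* over WT against the mean TMM-normalised CPM of the 6 libraries on a log10 scale, a point per tested gene. The 24 genes higher in cr*keap1a/b* are red, the 29 lower genes are blue and genes with an adjusted p of 0.05 or above are grey; at low CPM, log2 fold changes spread widely without passing the threshold.

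The largest rise among DEGs with separated groups was that of *ptgr1.2* (Entrez 566996). Its counts were 259, 310 and 19 in WT and 201011, 229597 and 241506 in cr*keap1a/b*, with 19.5 ± 16.7 CPM (SD, n = 3) against 15400.3 ± 1075 CPM (SD, n = 3). The log2 fold change was 11.47 ± 2.28 (SE), with a limma-voom adjusted p of 0.0107. It was smaller in edgeR (9.63), in DESeq2 (9.65) and within letter a (9.18). When 1 pool was left out, it ran from 9.10 to 11.97. In edgeR the value of *gja11* was larger, at 9.98, so the order of the largest rises depended on the test. *gja11* (Entrez 565892) rose by 10.96 ± 2.31 (SE) on the log2 scale, with a limma-voom adjusted p of 0.0177. It had 10, 0 and 1 counts in WT and 5308, 3765 and 5156 counts in cr*keap1a/b*. In the remaining 3 genes of this group every WT library was at or under the floor of 3 counts, so only a lower bound can be given. In cr*keap1a/b*, the gene with Entrez ID 751757 was at least 368-fold higher and *gstp1.1* at least 323-fold higher. The gene with Entrez ID 641422 was at least 214-fold higher. In that order, the limma-voom adjusted p-values were 0.0324, 0.0334 and 0.0435, but 0.125, 0.133 and 0.0714 within letter a. Limma with a trend gave adjusted p-values of 0.124, 0.180 and 0.397, and edgeR gave 0.00234, 0.00274 and 0.0218. These calls therefore depended on the test and the libraries. *gstp1.1* has a close paralog, *gstp1.2*, and *ptgr1.2* one in *ptgr1.1*; the counting could have split shared reads, so the division within each pair is uncertain.

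Among falls, *ela2l* (Entrez 334304) changed most, with 497 ± 184 CPM (SD, n = 3) in WT and 75.4 ± 51.5 CPM (SD, n = 3) in cr*keap1a/b*. Its log2 fold change was −2.98 ± 0.68 (SE), with a limma-voom adjusted p of 0.0336. A feature without a gene ID followed at −2.29 ± 0.30 (SE), with a limma-voom adjusted p of 7.98e-05. *slc38a4* (Entrez 449771) had a log2 fold change of −2.26 ± 0.37 (SE) and *amy2a* (Entrez 406539) one of −2.06 ± 0.39 (SE), with limma-voom adjusted p-values of 0.00117 and 0.00656. *apoda.2* (Entrez 100148022) was at −1.99 ± 0.41 (SE), with a limma-voom adjusted p of 0.0156. For *ela2l*, *amy2a* and *apoda.2*, edgeR gave adjusted p-values of 0.0522, 0.0524 and 0.0920, so these calls depended on the test. For the feature without a gene ID and *slc38a4*, edgeR gave 0.00720 and 0.0323. *ela2l* and *amy2a* encode pancreatic enzymes and belong to the exocrine pancreas list described below. Elastase and trypsin genes have close paralogs, so their single values are uncertain where reads are shared.

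The study labelled several Nrf2-related genes in its plots. All 6 tested genes labelled for liver were DEGs here and were higher in cr*keap1a/b*; they were chosen from calls on these same libraries, which shows no stability. *alas1* rose from 246 ± 16.1 to 1938 ± 137 CPM (SD, n = 3 each), a log2 fold change of 2.99 ± 0.34 (SE) with a limma-voom adjusted p of 1.3e-05. *fth1a* was at 3.02 ± 0.48 (SE), *gstp1.2* at 5.74 ± 1.02 (SE), *tktb* at 2.09 ± 0.39 (SE) and *prdx1* at 6.83 ± 1.28 (SE) on the log2 scale. The limma-voom adjusted p-values of these 4 genes lay between 0.000743 and 0.0053. Of the 6 genes labelled for separate whole-larva libraries, *prdx1* alone passed the threshold over all genes, and 2 passed when adjustment was over the list. *pgd* had 951, 1034 and 2026 counts in cr*keap1a/b* against 1, 13 and 0 in WT, with a limma-voom adjusted p of 0.0854. *gsr*, *gclm* and *gclc* were each higher in all 3 cr*keap1a/b* pools than in any WT pool, with limma-voom adjusted p-values of 0.652, 0.731 and 0.837. Within letter a, a setting added after the data were seen, *gsr* and *gclc* passed, with limma-voom adjusted p-values of 0.000894 and 0.0254. *gclm*, *pgd* and *nqo1* did not pass there, at 0.306, 0.231 and 0.865. For *nqo1* the groups overlapped, at 632 ± 367 CPM in WT and 835 ± 82.4 CPM in cr*keap1a/b* (SD, n = 3 each), with a limma-voom adjusted p of 0.598.

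Whether lysosomal genes rose in the liver was asked with a set of 76 tested genes. The fgsea NES was 1.86, with a p of 0.000138 and 0.000344 after adjustment over 20 sets. With the correlation between genes estimated, camera gave a p of 0.108. Of the set, 54 genes had a positive and 22 a negative log2 fold change, around a median of 1.47, against 0.36 over all tested genes. *psap* (Entrez 140811) was the only DEG, at 1.65 ± 0.34 (SE) on the log2 scale with a limma-voom adjusted p of 0.0166. Its adjusted p was 0.0668 in edgeR, 0.0269 in limma with a trend and 0.00996 in DESeq2, so the call depended on the test. Adjusted over the list alone, 3 genes passed. *psap* rose from 394 ± 122 to 1274 ± 362 CPM (SD, n = 3 each). The next 4 by p-value were *lgmn*, *npc2.2*, *ctsc* and *tpp1*, with limma-voom adjusted p-values of 0.0882, 0.109, 0.217 and 0.261. All 4 were higher in every cr*keap1a/b* pool than in any WT pool. *npc2.2* had 0 counts in the 3 WT libraries and was at least 95-fold higher in cr*keap1a/b*. The mean log2 CPM of the set was 2.58 ± 1.06 in WT and 3.86 ± 1.02 in cr*keap1a/b* (SD, n = 3 each), a difference of 1.28 with an exact permutation p of 0.3. The difference was 1.26 within letter a and 1.31 within letter b. Replicate 3 scored lowest in both groups, so the overlap followed the letter. With labels permuted only within letter, the two-sided exact permutation p was 0.167, the smallest that the 12 such labellings allow.

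The 13 tested genes of a lysosomal list that the study drew from whole larvae scored 3.80 ± 0.20 in WT and 6.0 ± 0.17 in cr*keap1a/b* (mean log2 CPM, SD, n = 3 each). All 3 cr*keap1a/b* pools lay above all WT pools. The difference was 2.20, with a two-sided exact permutation p of 0.1, the smallest that this design allows. It was 2.17 within letter a and 2.27 within letter b. Of the list, 12 genes had positive log2 fold changes. The list held 1 DEG, and 3 genes passed when adjusted over the list alone. Its fgsea NES was 1.94, with a p of 0.000383, and its camera p was 0.0147, or 0.0735 after adjustment over 20 sets. The 31 tested genes of the whole-larva Nrf2 list differed by 1.92, with a two-sided exact permutation p of 0.2, and by 1.65 within letter a and 2.47 within letter b. With labels permuted only within letter, the two-sided exact permutation p was 0.167 for each of these 2 lists, the smallest possible. The Nrf2 list held 2 DEGs, and 5 genes passed when adjusted over the list alone. Its fgsea NES was 2.12, with a p of 6.26e-06, and its camera p was 0.041, or 0.137 after adjustment over 20 sets.

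The NRF2 set of 40 tested genes had a NES of 2.55, with an fgsea p of 6.12e-12 and a camera p of 0.032. It held 8 DEGs, all higher in cr*keap1a/b*, and 17 of its genes passed when adjusted over the list alone. Its mean log2 CPM was 3.49 ± 1.33 in WT and 6.58 ± 0.95 in cr*keap1a/b* (SD, n = 3 each), with no overlap and an exact permutation p of 0.1. The difference was 2.87 within letter a and 3.53 within letter b.

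The set of factors of the senescence-associated secretory phenotype (SASP) did not pass the threshold, with a NES of −1.49, an fgsea p of 0.0526 and a camera p of 0.656 over 28 tested genes. Its 2 DEGs, *igfbp1a* at −1.05 and *fn1b* at −1.55 on the log2 scale, were both lower; they are named after their values were seen. Adjusted over the list alone, 3 genes passed. For *igfbp1a* and *fn1b* the limma-voom adjusted p-values were 1.17e-08 and 0.00182, whereas edgeR gave adjusted p-values of 0.105 and 0.301. Limma with a trend gave adjusted p-values of 0.0136 and 0.0454, and DESeq2 gave 0.0318 and 0.0464. The 2 calls therefore depended on the test. Over the set, 15 genes had positive and 13 negative log2 fold changes, with a median of 0.76. The mean log2 CPM was 2.55 ± 1.52 in WT and 3.11 ± 1.43 in cr*keap1a/b* (SD, n = 3 each), a difference of 0.56 with an exact permutation p of 0.7, and of 0.43 within letter a and 0.83 within letter b. The direction of the set changed with the ranking, since log2 fold changes in place of the moderated statistic gave a NES of 0.99.

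**Figure D3:**
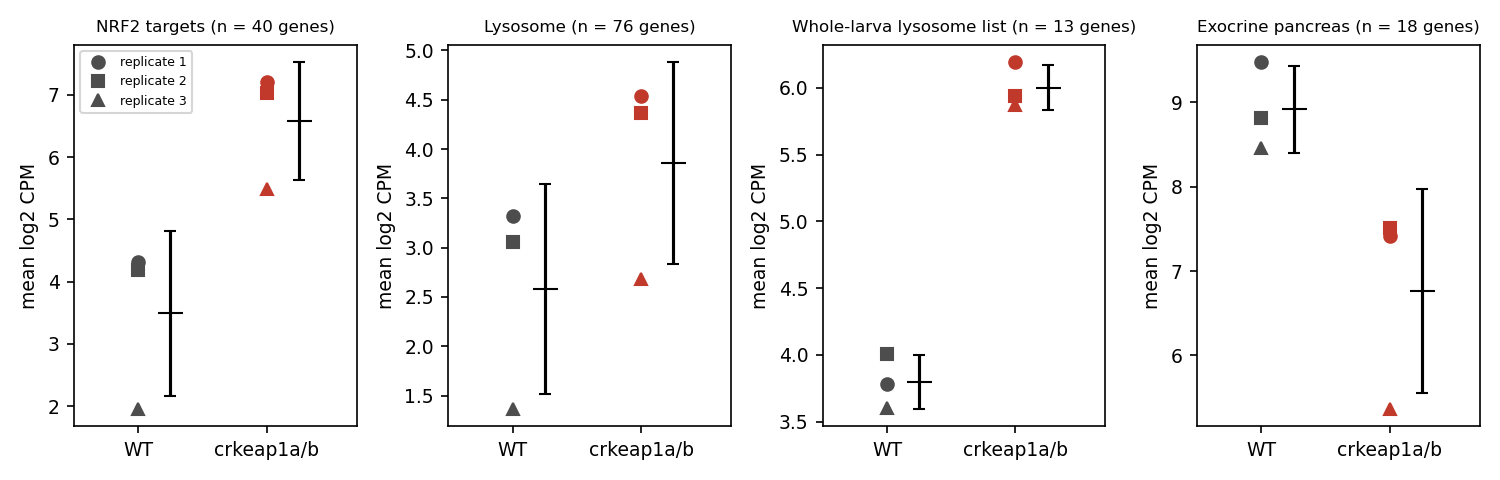
Mean log2 CPM per library over the NRF2 targets, the lysosome set, the whole-larva lysosome list and the exocrine pancreas list, with a point per pool (circle, square and triangle for replicates 1, 2 and 3) and the group mean ± SD beside the points. The groups overlap only for the lysosome set, and replicate 3 of both groups lies lowest in every panel.

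Among exploratory sets, exocrine pancreas genes were lowest in cr*keap1a/b*, with a NES of −2.75, an fgsea adjusted p of 9.77e-12 and a camera adjusted p of 0.0735. All 18 genes had negative log2 fold changes, with a median of −1.79, and 8 of the 29 lower DEGs belonged to this list, with 11 genes passing when adjusted over the list alone. Its mean log2 CPM was 8.92 ± 0.52 in WT and 6.77 ± 1.21 in cr*keap1a/b* (SD, n = 3 each), with an exact permutation p of 0.1. The difference was −1.68 within letter a and −3.09 within letter b. Cytosolic ribosome genes had a NES of −2.62 and hepatocyte genes one of −2.33, with fgsea adjusted p-values of 2.86e-09 and 0.000344, whereas their camera adjusted p-values were 0.482 and 0.424. Heme metabolism genes had a NES of 2.03 and proteasome genes one of 1.63, with fgsea adjusted p-values of 0.000169 and 0.019 and camera adjusted p-values of 0.273 and 0.438. Skeletal muscle genes had a NES of −1.78, lens and retina genes one of 1.64 and erythrocyte genes one of 1.61, with fgsea adjusted p-values of 0.0222, 0.0222 and 0.0274 and camera adjusted p-values of 0.491, 0.515 and 0.438. Intestine genes had a NES of −0.91, with an fgsea adjusted p of 0.564. With 20 sets tested, no set reached a camera adjusted p under 0.05.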

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

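The number of DEGs varied widely between settings. Against 24 higher and 29 lower genes, RLE factors gave 60 and 77 and an adjusted p under 0.1 gave 41 higher genes. There were 7 lower genes in edgeR and 100 higher genes in DESeq2. In the simulation with dispersions estimated from these libraries, 83 DESeq2 calls were false. That simulation did not imitate the zeros of the replicate 3 libraries, so it gives no false rate for the real DESeq2 calls. Across the 6 fits that each left out 1 pool, from 0 to 125 genes were higher and from 1 to 76 were lower; the fit without WT replicate 1 had 0 higher genes and 11 genes of either direction at an unadjusted p under 0.05, and the fit without cr*keap1a/b* replicate 2 had 0 and 7. With the description number as a covariate there were 0 higher and 4 lower genes, with 12 genes at an unadjusted p under 0.05. Among settings chosen after seeing the data, capped weights gave 53 and 52 genes, the description letter as a covariate 7 and 11, and the 4 libraries of letter a alone 151 and 141. The fits without WT replicate 3 and without cr*keap1a/b* replicate 3 gave 105 and 162 genes in total. Those that left out a pool of letter a gave from 2 to 17. When 1 pool was left out, the count thus rose without a replicate 3 library and fell without any other. Why these counts moved was not tested.

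With a replicate block by title number, 1 gene was higher and 2 were lower; with a block by description code, 0 and 1, with 396 genes at an unadjusted p under 0.05. Deviations of same-numbered pools from their group means had correlations between 0.01 and 0.07 by title number and between 0.04 and 0.07 by description code, and the pools hold different animals. Replicate 3 of each group did have many genes at 0, and the study's methods say that controls were siblings from the clutch, but neither they nor the labels say which pools shared a clutch, so pairing was not settled and the lost calls are not evidence of smaller effects.

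*keap1a*, at −0.80, changed sign with sample quality weights (4.05) and in letter a alone (3.91), and ranged from −3.37 to 2.61 when 1 pool was left out. *keap1b*, at −0.74, changed sign in edgeR (0.067), DESeq2 (0.0059) and letter a alone (0.018), and ranged from −3.48 to 3.06 when 1 pool was left out. All adjusted p-values of both genes were at least 0.553. In the fits that left out 1 pool, the extremes came from leaving out a library with few or no counts of the gene: *keap1a* was at 2.61 without cr*keap1a/b* replicate 3 and at −3.37 without WT replicate 2, each with 0 counts, and *keap1b* was at 3.06 without cr*keap1a/b* replicate 3, with 0 counts, and at −3.48 without WT replicate 3, with 10. Leaving out libraries with more counts also moved the values, since *keap1a* turned to 1.18 without WT replicate 1 and 0.75 without WT replicate 3, and *keap1b* was at −2.40 and −2.07 without cr*keap1a/b* replicates 1 and 2.

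The lysosome NES stayed positive with a p under 0.05 in the 23 fgsea settings, from 1.49 to 2.44, and the NRF2 NES did so from 2.09 to 3.04. camera gave a p of 0.108 for the lysosome set, above the threshold of 0.05, and 0.032 for the NRF2 set. The SASP NES of −1.49 went past the threshold with sample quality weights (−1.53), RLE factors (−1.68), no filter (−1.53), a mean of at least 10 counts (−1.53), the replicate block by title number (−2.22) and by description code (−1.66), the description letter as a covariate (−1.60) and without exocrine pancreas genes (−1.55). It turned positive when ranked by log2 fold change (0.99) and with identical symbols only (0.95), and ranged from −1.65 to −1.11 when 1 pool was left out. The cause was not tested. Both whole-larva list scores stayed positive in the 10 settings tried, but their exact test cannot go under 0.1, so its side of the threshold is fixed by the design. When 1 pool was left out, the difference ran from 2.09 to 2.38 for the lysosome list and from 1.12 to 2.53 for the Nrf2 list.

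Of the 27 named genes, 16 were DEGs. None of these 16 was a DEG in all 6 fits that left out 1 pool; each was in 1 to 3 of them, and their signs did not change in any setting. The fits without WT replicates 1 and 2 had 11 and 2 genes at an unadjusted p under 0.05. Those without cr*keap1a/b* replicates 1 and 2 had 57 and 7. Hardly any gene could be called in these fits, so calls lost there do not measure stability. Over all alternatives each of the 16 genes was a DEG in 8 to 15. Among 669 other values, 163 changed: 146 became weaker, 16 became stronger, and 1, the ribosome NES, reversed to 0.96 without cr*keap1a/b* replicate 3, the top of a range that started at −2.60 when 1 pool was left out.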

Other observations

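The test of whether a few genes carry the lysosome enrichment and that of the joint zeros of the replicate 3 libraries were written before their values were seen; every other test here was chosen after the result was seen.

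The genes at 0 in the replicate 3 libraries were not matched by fewer reads: their mean total was 1.12 times that of the other 4 libraries. A candidate explanation is that few molecules were sampled before amplification. Independent sampling would leave different genes at 0 in each library. Among 4741 genes above 0 in the other 4 libraries, 1174 were at 0 in both replicate 3 libraries, against 1136 expected from independent zeros within 50 bins of mean expression and 1830 if the same genes dropped out. The ratio of observed to independent was 1.03. Over 4 equal bins of expression, the share at 0 fell from 75% in the lowest bin to 7.0% in the highest in WT replicate 3, and from 67.5% to 5.06% in cr*keap1a/b* replicate 3. This is consistent with sampling of few molecules, as a hypothesis. It appeared in both groups, so no biological explanation was tested.

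Some highly expressed genes were called with small changes. A case is *apoa1b*, named after its values were seen, with a log2 fold change of −0.56 and an adjusted p of 7.2e-16. The voom weights had a median of 0.0628 and a 99th percentile of 33.2 but reached 6.77e+13 at the highest counts. With weights capped at that percentile, the adjusted p of *apoa1b* was 0.0898, and a feature without a gene ID that was called at a log2 fold change of −0.04 had an adjusted p of 0.755. Weights at the highest counts may account for these 2 calls. They account for few others, since 50 of the 53 DEGs were also called with capped weights. limma with a trend and no observation weights called 31 of the 53, a loss that the extreme weights leave mostly unexplained.

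The mean log2 CPM of exocrine pancreas genes was lower in every cr*keap1a/b* pool than in any WT pool. A fall shared by highly expressed genes would place the set among expression-matched lists, but its median statistic lay at percentile 0 of 10000 such lists. A second candidate explanation is less pancreas in the dissected samples, since the tissue lies next to the liver. The genes deviated together within groups, with an inter-gene correlation of 0.518, which carried-over tissue and a shared regulated change would both give, so the pattern cannot be told apart from a difference in dissection. Other tissues did not move together: by fgsea, skeletal muscle genes were also lower (NES −1.78), lens and retina genes (1.64) and erythrocyte genes (1.61) were higher, and intestine genes (−0.91) did not pass the threshold. Without the pancreas list, 22 other genes were lower, against 21 with it present; a loss of abundant transcripts would raise other genes, so this count does not decide whether the composition of the libraries matters. In 1 of the 10 splits of the 6 samples, the real one, the NES of this list was as large in absolute size. The largest other value was close, at 2.67 against 2.75.

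For the lower ribosome and hepatocyte sets, the median statistics lay at percentiles 88.4 and 59.4 of the expression-matched lists. The lists could draw other genes of the same set, which can pull such a percentile towards the middle. The percentiles therefore cannot decide whether a fall shared by highly expressed genes accounts for the NES of these sets. With tested genes in 4 equal bins of expression, the median log2 fold change was 0.011 in the highest bin and 1.36 in the lowest, with 0.28 and 0.84 in the bins between, so there was no steady trend. The highest bin held the 29 lower DEGs and also 19 of the 24 higher ones. For the ribosome set, 3 of the 10 splits of the 6 samples gave a NES as large.

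A rise shared by genes of low counts was weighed for the lysosome and NRF2 sets. Their median statistics lay at percentiles 99.97 and 100 of the expression-matched lists, above what that explanation gives. The lysosome enrichment did not rest on the 5 named genes alone, since the other 71 gave a NES of 1.54 with an fgsea p of 0.0107. These results are consistent with a rise of lysosomal genes in cr*keap1a/b* livers, as a hypothesis. By camera, the lysosome set had a p of 0.108 and the whole-larva lysosome list one of 0.0147, which was 0.0735 after adjustment over 20 sets.

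The 6 samples make 10 splits, so a share under 0.1 cannot be reached and grouping by chance cannot be excluded for any of these results. The real split alone gave as many as 53 DEGs (1 of 10; the others gave at most 14), and with edgeR as many as 24 (1 of 10). With edgeR the other 9 splits each gave 0 DEGs, with 30 to 511 genes at an unadjusted p under 0.05, against 257 in the real split. For the lysosome NES the count was 1 of 10, the largest other value being 1.66, for the SASP NES 1 of 10 and for the NRF2 NES 2 of 10, the largest other value being 2.64. Of the 10 splits, 4 part all 3 same-numbered pairs, and within these the real split alone gave as large a result for DEGs and for the lysosome, NRF2 and SASP sets; the other 6 part 1 pair and leave 2 same-numbered pairs together. Every split but the real one mixes 2 pools of one group with 1 of the other, so it still carries part of the difference between WT and cr*keap1a/b*.

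Rows of the deposited table followed the limma-voom p-values, with a Spearman correlation of 0.972 across genes between row number and p-value rank, against 0.656 for edgeR. Genes are not independent replicates, so the value describes the table.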
